A study of Arabidopsis thaliana with 3 samples. Its data were reported in "The histone H3 variant H3.3 regulates gene body DNA methylation in Arabidopsis thaliana" (2017).

How the data were processed

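Genomic DNA of mature leaves was bisulfite converted and sequenced from 1 WT and 2 *h3.3kd* samples. Samples were grouped by the genotype and replicate number in their labels. The labels do not say which transgenic line each *h3.3kd* replicate is. Per the methods of the study, the aligner was BS Seeker, the genome TAIR10, and duplicate reads counted once. The mapping settings were not given in the sources used here. The files the authors deposited hold, for each library, the count of reads with C and the count of reads with T at each cytosine of either strand, with no normalization and no pooling of libraries. The calls covered chromosomes 1 to 5 only.

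The reference was the TAIR10.1 assembly with its gene annotation, whose nuclear chromosomes have the TAIR10 coordinates. Each listed position was checked against it, with 0 positions off a cytosine of the stated strand and 0 with another context. Between 1.23% and 1.25% of cytosines had their C and T counts on separate lines. In WT 168,735 of them had a 6-digit position, or 72.2% of the cytosines there with both kinds of call, and 307,968 had a 7-digit position, or 9.35%. At 8-digit positions there were 0. The lines were summed by position, since a site read from 1 line alone would look fully methylated or unmethylated.

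The level of a set of cytosines was the number of C calls over C and T calls (weighted level), with 95% Wilson intervals. Over the whole genome these intervals were narrower than the last digit printed. Gene bodies ran from TSS to TES of 27,444 protein-coding genes. The ends of genes were the first and last 30% of genes of at least 1 kb. Flanks as long as the gene and gene bodies were divided into 20 bins each.

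Tiles of 100 bp with at least 20 calls of the context in every library were tested with two-sided Fisher's exact tests on C and T counts, each *h3.3kd* library against WT, with Benjamini-Hochberg adjustment over all tested tiles. A tile was called at an FDR under 0.01 and a difference of at least 20 percentage points of the same sign in both libraries. Called tiles within 200 bp were merged. The study used these criteria for losses. Their use for gains is an extension made here. The background count repeated the procedure with each *h3.3kd* library standing alone. Genes were tested likewise on CG counts over the gene body (at least 10 CG sites and 100 calls in every library, FDR under 0.01, difference of at least 10 points). Overlap with genes needed 1 bp.

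The genes named and the alternatives to each setting were fixed before the data were examined, except where a later choice is stated. The genes were the H3.3 genes, *MET1*, *CMT3*, *DDM1*, *IBM1* and *ROS1*, then the 5 called genes with the largest drop and the 3 with the largest rise, ranked by the smaller of the differences of the *h3.3kd* libraries, and the 3 hypo-CG-DMRs with the most merged tiles. The gene with which an upstream window overlapped was named after its values were seen. So were the genes in the run of deeper tiles.

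limma was fitted as an alternative to log2 ratios of C to T counts (0.5 added to each) per gene, with 1 WT and 2 *h3.3kd* libraries. The residual spread came from the *h3.3kd* pair alone, with 1 residual and 3.53 prior degrees of freedom, and WT was assumed to vary like *h3.3kd*. The Fisher code was compared with scipy. The calls were tested on simulated data drawn from the real totals. Of 200 tiles changed by 40 points among 928,013 CG tiles, 67.0% were recovered with 0 false calls. With so few changed tiles the adjustment is stricter than in the real comparison. The simulated tiles had counting error only, so the absence of false calls does not cover variation between libraries. The simulated genes all had the same spread between libraries, so their false calls do not cover genes that vary more. Of 200 genes changed by 20 points among 26,932 genes, Fisher's test recovered 98.5% with 2 false calls and limma 95.0% with 0, where libraries varied by a normal deviate as wide as the median difference of the *h3.3kd* pair.

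For chromosome segments, protein-coding tiles tested for CG were used that had a level of at least 20% in 1 or more libraries and a pooled CHG level under 10%. Only bins of 250 kb with at least 20 such tiles were kept. A kept bin passed where at least 15.0% of its tiles differed between the *h3.3kd* libraries (FDR under 0.01, 20 points). Runs of 2 or more passing bins in a row among the kept bins were joined. Bins left out could lie inside a run and then counted toward the length of the segment. The threshold of 15.0% was set after the rates had been seen, and it selects segments by the rate that is then compared. CG dyads with at least 10 calls in every library were called unmethylated under 10% and methylated from 60%. Gene body dyads lay in protein-coding genes with a pooled CHG level under 5%. Depth runs were at least 5 tiles in a row, 1.4 times deeper in both *h3.3kd* libraries than in WT, joined across gaps of up to 3 tiles, settings also chosen after the depth had been seen. Tiles of very low or very high relative depth were left out of the search for runs. The shuffles of genes over bins gave every gene the same chance, whatever its length or number of tiles.

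A non-conversion estimate from the chloroplast and levels over a list of transposable elements had been planned and were not run, because chloroplast calls and such a list were not used here. In their place CHH in genes without CHG methylation, and CHG-methylated tiles (CHG at least 20% over the pooled libraries) with annotated pseudogenes, were taken after the data had been examined. H3.3-enriched regions and transcript levels were not analysed here.

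Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.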

Results

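DNA methylation was measured by whole-genome bisulfite sequencing (BS-seq) of mature leaves of *Arabidopsis thaliana* ecotype Col-0. Bisulfite turns unmethylated cytosine into uracil, which is read as T, so that at each cytosine the reads with C over all reads give the methylation level. There were 3 libraries, 1 of wild type (WT) and 2 labelled replicate 1 and 2 of a knockdown of the histone variant H3.3 (*h3.3kd*). H3.3 is the H3 histone that is laid down outside DNA replication. In the *h3.3kd* plants the genes *HTR4* and *HTR8* carried T-DNA insertions and an artificial microRNA driven by the *HTR5* promoter targeted *HTR5*. The libraries held 839,704,204 calls (WT), 822,515,332 calls (*h3.3kd* 1) and 842,326,850 calls (*h3.3kd* 2) over the 5 nuclear chromosomes. The mean depth was 19.6, 19.2 and 19.7 calls per reference cytosine. WT was not replicated. The spread between the *h3.3kd* libraries is the only replicate error, and Fisher's exact tests below compare libraries, not conditions. An exact two-sided permutation of 1 library against 2 cannot give a p below 0.333. Binomial intervals cover counting error only.

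BS-seq holds no transcript level, so the knockdown itself could not be read. Read depth was used to check the labels at the H3.3 genes (coordinates are TAIR10). Depth is given as calls per cytosine relative to the median of the library. Over the 1 kb upstream of *HTR5* (AT4G40040, minus strand, chromosome 4, 18,558,946 to 18,559,945) relative depth was 1.05 in WT, 1.98 in *h3.3kd* 1 and 1.84 in *h3.3kd* 2. The ratios to WT were 1.88 and 1.74. Of the upstream windows of 26,886 protein-coding genes 1 had a higher ratio, in both libraries, that of AT4G40042, which overlaps it. The longest run of 100-bp tiles that were at least 1.4 times deeper in both *h3.3kd* libraries, joined across gaps of up to 3 tiles, lay here, at chromosome 4, 18,558,301 to 18,560,700. The threshold and the joining were chosen after the depth had been examined. Tiles of very low or very high relative depth were left out of the search. Without joining, the longest run had 13 tiles and ended at 18,559,600. The joined run covered the 5′ part of *HTR5*, AT4G40042 and AT4G40045. The ratios over the whole *HTR5* gene were exceeded by 3 and 5 genes. Between the start and stop codons of *HTR5* (18,557,539 to 18,558,236) the ratios were 1.23 and 1.22. *HTR4* (AT4G40030, chromosome 4, 18,555,532 to 18,557,106, minus strand) had ratios of 1.06 and 1.04, close to the median of 1.04 over gene bodies for *h3.3kd* 1. *HTR8* (AT5G10980, chromosome 5, 3,472,405 to 3,473,570, minus strand) had ratios of 0.974 and 0.919. Its tile from 3,473,001 to 3,473,100 fell from a relative depth of 0.753 in WT to 0.376 and 0.180.

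**Figure D1:**
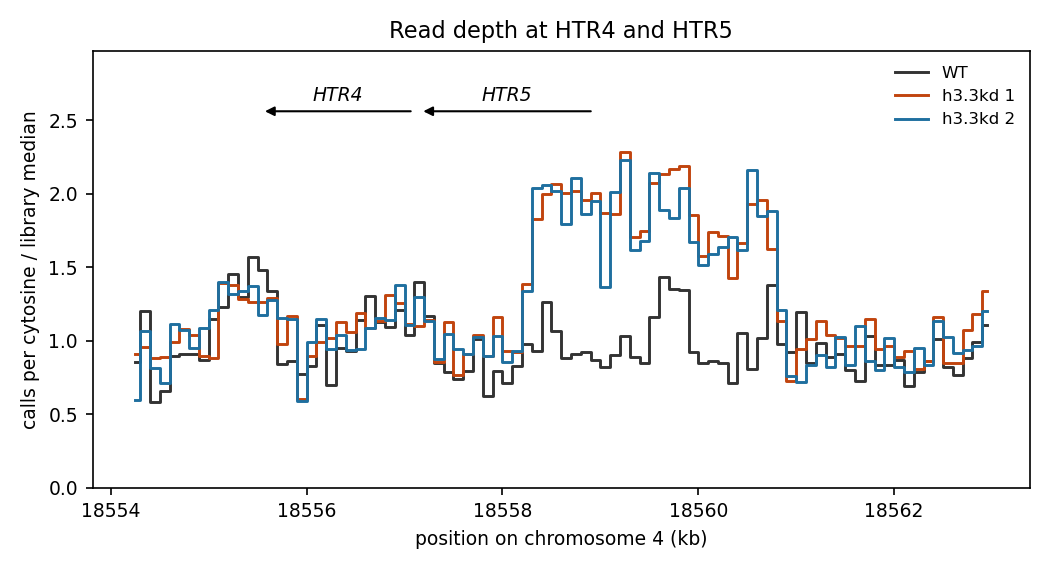
Read depth in 100-bp tiles (y axis, calls per cytosine divided by the median of the library) against position on chromosome 4 in kb (x axis), 1 line per library; arrows mark the genes and their direction. From 18,558,301 to 18,560,700 the mean is 1.90 in h3.3kd 1, 1.83 in h3.3kd 2 and 0.976 in WT.

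The first comparison asked how much methylation of each sequence context was present when H3.3 was reduced. Over the nuclear genome the CG level was 26.2% in WT and 23.8% ± 0.339 (SD, n = 2) in *h3.3kd*. The mean difference of -2.41 percentage points exceeded the difference of -0.479 points between *h3.3kd* 2 and 1. The CHG level was 7.36% in WT and 6.80% ± 0.0989 (SD, n = 2) in *h3.3kd*, and the CHH level was 2.16% and 2.06% ± 0.0437 (SD, n = 2). These levels depend on how they are averaged. As the mean of site levels over cytosines with at least 4 calls in every library, the CG difference was -1.12 points, and the differences of the other contexts changed sign, to 0.108 points for CHG and 0.0195 points for CHH, the latter below the SD of 0.0541 between the *h3.3kd* libraries. The WT library had 15.2% of its CG calls in tiles with CHG methylation, against 13.9% and 13.7% in the *h3.3kd* libraries. With the share of WT given to every library, the CG difference was -1.38 points.

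Over the bodies of 27,444 protein-coding genes the CG level was 16.7% in WT, from 62,379,892 calls, 15.0% in *h3.3kd* 1 and 14.6% in *h3.3kd* 2. The difference of -1.91 points was larger than the difference of -0.402 points between the *h3.3kd* libraries, and was -11.4% of the WT level. The alternative that moved it most, genes with a WT CHG level under 5%, gave -1.61 points. Over the bodies of all 27,444 genes the CHG level was 1.44% in WT and 1.28% in each *h3.3kd* library, a change of -11.2%. As a mean of site levels that CHG change was -3.34%. The background of unconverted cytosine was read from CHH in gene bodies with a pooled CHG level under 5%, where it was 0.590% in WT, 0.569% in *h3.3kd* 1 and 0.575% in *h3.3kd* 2.

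Gene bodies ran from the start (TSS) to the end (TES) of transcription. Within them the CG difference was smallest near the TSS and largest towards the TES. In the 5′ 30% of genes of at least 1 kb the level was 6.35% in WT and 5.91% ± 0.0382 (SD, n = 2) in *h3.3kd*, a difference of -0.443 points. In the 3′ 30% it was 20.5% in WT and 16.7% ± 0.662 (SD, n = 2) in *h3.3kd*, a difference of -3.87 points. Relative to WT these were changes of -6.98% and -18.9%. As means of site levels they were -2.24% and -18.8%. With gene bodies divided into 20 bins, the mean drop was deepest in bin 17, at -4.92 points, where the level was 23.4% in WT, 19.0% in *h3.3kd* 1 and 17.9% in *h3.3kd* 2. In bin 2 the mean difference was -0.356 points. The flanks, which can hold neighbouring genes, were lower as well. The difference was -1.82 points, or -10.8% of the WT level, in the upstream bin farthest from the gene, and -2.46 points, or -16.5%, in downstream bin 4. In that upstream bin CHG changed by -13.6% and CHH by -9.56% of the WT level, so the drop there was not confined to CG. The flanks were not corrected for the larger share of WT calls in CHG-methylated tiles. Outside annotated genes the CG level was 31.1% in WT and 29.7% ± 0.517 (SD, n = 2) in *h3.3kd*, a difference of -1.43 points. As a mean of site levels that difference was -0.112 points, below its SD of 0.255. In the 3′ 30% *h3.3kd* 2 lay 0.937 points below *h3.3kd* 1.

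**Figure D2:**
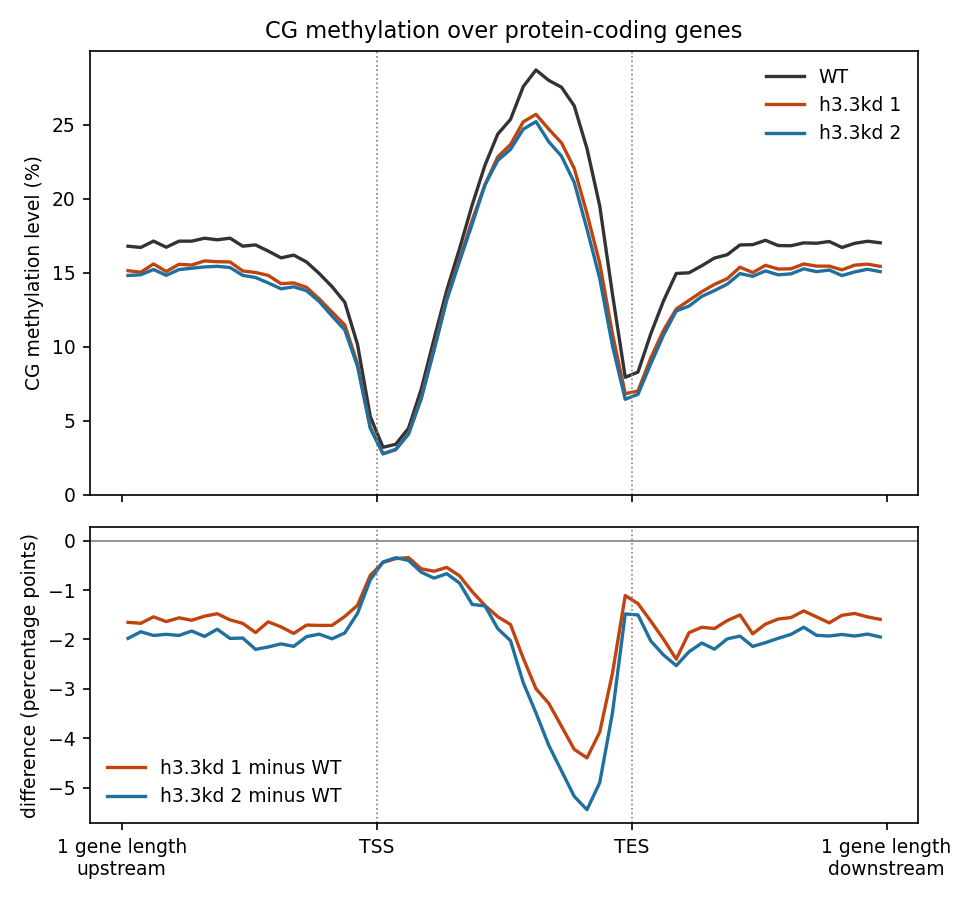
CG methylation level (upper panel, %) and its difference from WT (lower panel, percentage points) along protein-coding genes and flanks of 1 gene length, each in 20 bins, 1 line per library. The difference is deepest in bin 17 of the gene body, at -4.39 points in h3.3kd 1 and -5.44 points in h3.3kd 2.

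Transposable elements were the comparison for genes in the study. A list of them was not used here. In their place stood 100-bp tiles with a CHG level of at least 20% over all libraries pooled, and annotated pseudogenes, both chosen after the data had been examined. In the CHG-methylated tiles the CG level was 86.8% in WT and 85.9% ± 0.276 (SD, n = 2) in *h3.3kd*, a difference of -0.956 points and of -1.10% of the WT level. The CHG level of these tiles was 44.1% in WT and 44.7% ± 0.380 (SD, n = 2) in *h3.3kd*. Their CHH level, 9.70% in WT and 9.57% ± 0.188 (SD, n = 2) in *h3.3kd*, differed by less than the SD of the *h3.3kd* libraries. The CHH difference was -0.259 points without *h3.3kd* replicate 1 and 0.00637 points without replicate 2. In 3,917 annotated pseudogenes the CG level was 82.0% in WT and 80.1% ± 0.218 (SD, n = 2) in *h3.3kd*.

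Differentially methylated regions (DMRs) were called in 928,013 tiles of 100 bp with at least 20 CG calls in every library. By the criteria of the study (FDR under 0.01 by Fisher's exact test and a drop of at least 20 points, each *h3.3kd* library against WT), 24,055 tiles were lower in both *h3.3kd* libraries. Merging within 200 bp gave 16,724 hypo-CG-DMRs. The mirror criterion gave 11,039 tiles and 9,282 hyper-CG-DMRs, so that losses outnumbered gains 1.80 to 1. Both counts were lowest with a 40-point threshold, at 8,753 and 4,307 regions.

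The background was measured with the same criteria and another library standing alone. With *h3.3kd* 1 set against WT and *h3.3kd* 2, 3,415 regions were lower and 3,239 higher in the other libraries. With *h3.3kd* 2 alone the counts were 2,229 lower and 5,486 higher. The 16,724 hypo-CG-DMRs exceeded all of these counts, and the 9,282 hyper-CG-DMRs did too. Per the study, the constructs went into plants descended from a parent with *htr4* and *htr8* insertions. The *h3.3kd* lines may thus share ancestry apart from WT. Divergence along that ancestry would also raise the counts with WT alone. The comparison therefore cannot separate it from the knockdown. Compared directly, 11,244 tiles were lower and 6,537 higher in *h3.3kd* 2 than in *h3.3kd* 1. These tiles were unevenly spread along the chromosomes. In 10 segments that covered 16.6% of the nuclear genome, 13.3% of the methylated genic tiles were lower and 10.9% higher in *h3.3kd* 2 than in *h3.3kd* 1, against 5.07% and 2.90% elsewhere. The segments were chosen after the data had been examined and by this very rate, so the higher rate inside is partly by construction. Outside them there were 14,555 hypo-CG-DMRs and 8,163 hyper-CG-DMRs.

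**Figure D3:**
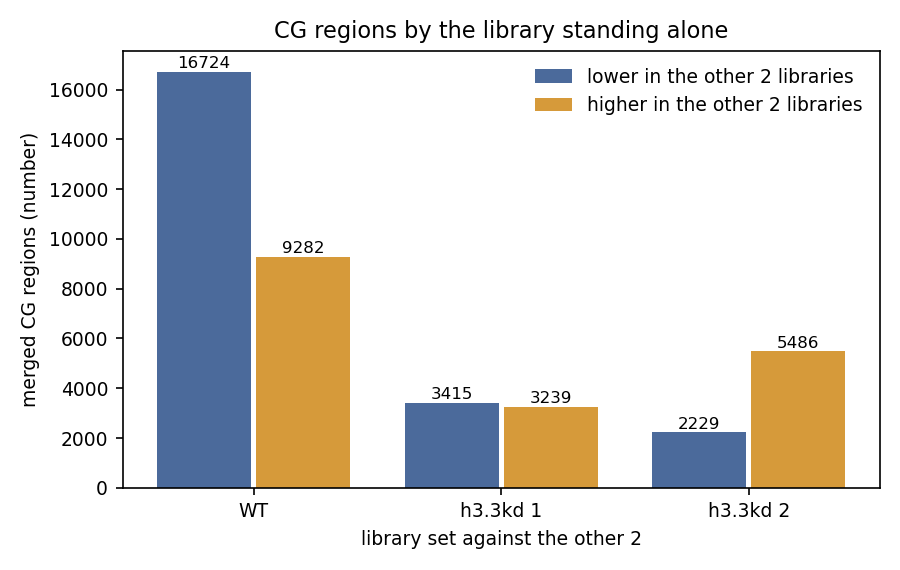
Number of merged CG regions (y axis) that were lower or higher in the other 2 libraries, for each library standing alone (x axis). WT alone gives 16724 and 9282 regions, more than the 5486 of the highest other bar.

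**Figure D4:**
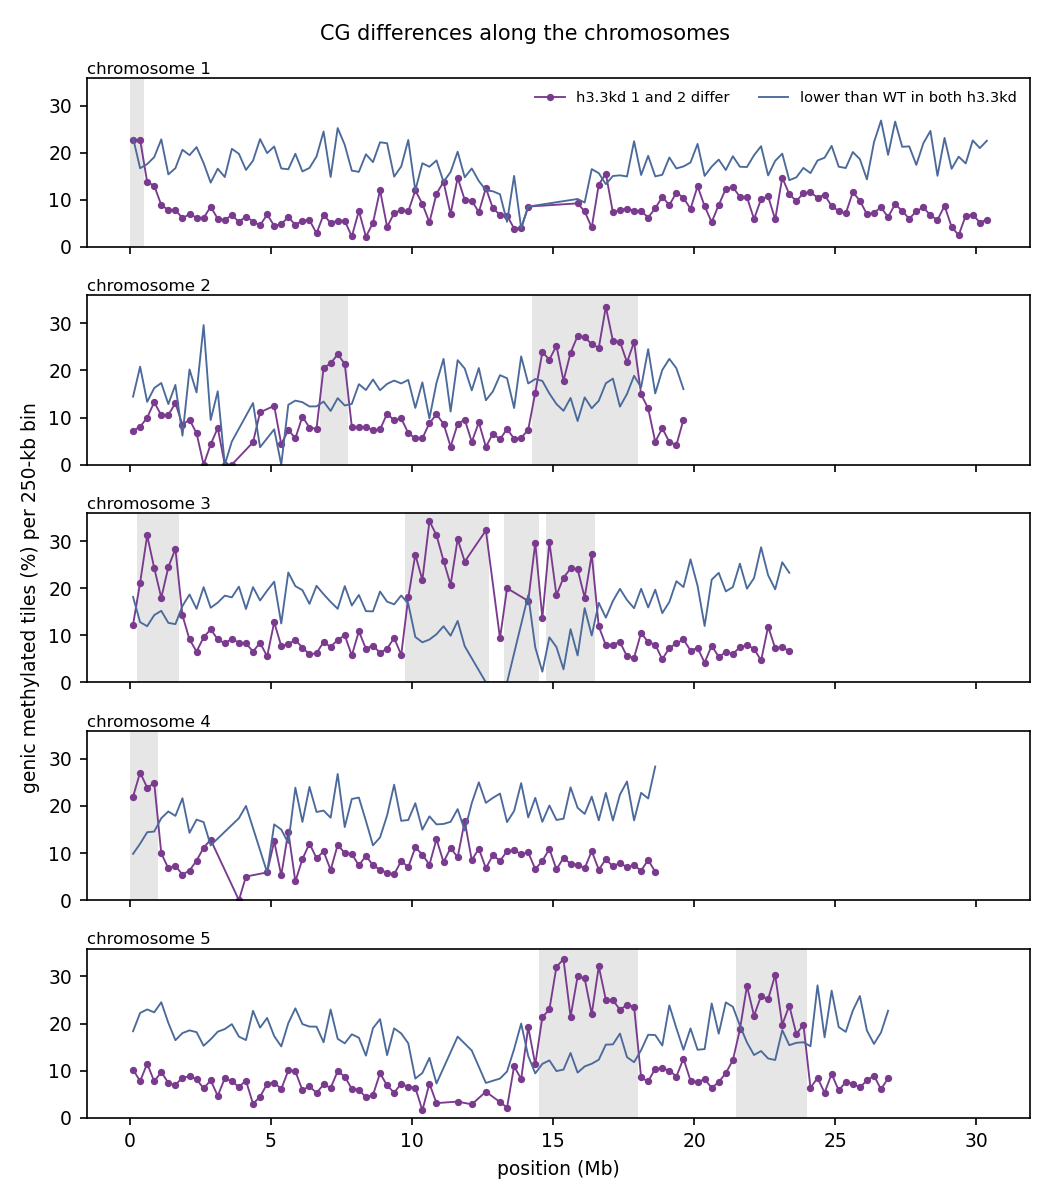
Percent of genic methylated tiles per 250-kb bin (y axis) that differed between the h3.3kd libraries (points) or were lower than WT in both (plain line), by position in Mb (x axis), 1 panel per chromosome, for bins with at least 20 such tiles. Grey bands mark 10 segments, in which the median of the bins for the points is 24.0%, against 7.72% in the other bins.

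The next comparison asked where the losses lay. Protein-coding gene bodies overlapped 15,054 of the hypo-CG-DMRs, or 90.0% (95% Wilson interval 89.6% to 90.5%). Of all tested tiles 59.97% overlapped gene bodies, and of the tested tiles with a WT level of at least 20%, which alone could lose that much, 43.8% did. Of the hyper-CG-DMRs 82.0% (81.2% to 82.8%) overlapped gene bodies, with 66.7% of tiles at a WT level of at most 80% as background. Called without *h3.3kd* replicate 1, the share of hypo-CG-DMRs in gene bodies was 84.7%. Without replicate 2 it was 87.7%. CHG-methylated tiles overlapped 2.04% of the hypo-CG-DMRs and made up 13.3% of the tested tiles. A hypo-CG-DMR overlapped 34.1% of protein-coding genes and 4.24% of annotated pseudogenes. The median length of a hypo-CG-DMR was 100 bp. The tiles lower in *h3.3kd* had a mean level of 66.8% in WT, 21.2% in *h3.3kd* 1 and 19.7% in *h3.3kd* 2, and 44.7% of them were under 5% in *h3.3kd* 1. The tiles higher in *h3.3kd* were under 5% in WT in 55.7% of cases.

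The hypo-CG-DMRs with the most merged tiles lay in genes. The longest, of 2,200 bp and 16 tiles, lay at chromosome 2, 8,224,801 to 8,227,000, in *HA1* (AT2G18960, plus strand). Of its length 1,358 bp were coding sequence and 842 bp intron. Its CG level was 79.6% in WT (2,000 calls), 40.1% in *h3.3kd* 1 (2,159 calls) and 39.2% in *h3.3kd* 2 (2,130 calls). The next, of 14 tiles at chromosome 5, 6,695,701 to 6,697,600, lay in AT5G19820 (minus strand), with 957 bp of coding sequence, 30 bp of untranslated region and 913 bp of intron. Its level was 63.3% in WT, 13.3% in *h3.3kd* 1 and 12.8% in *h3.3kd* 2, from at least 1,358 calls each. The third, of 13 tiles at chromosome 1, 29,845,001 to 29,846,600, lay in AT1G79350 (minus strand), with 809 bp of coding sequence and 791 bp of intron. Its level was 63.6% in WT, 15.1% in *h3.3kd* 1 and 7.69% in *h3.3kd* 2, from at least 1,404 calls each.

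The other contexts gave few regions. Of 981,270 tiles tested for CHG, 537 merged hypo-CHG-DMRs and 366 hyper-CHG-DMRs passed. Of 1,151,876 tiles tested for CHH, 138 hypo-CHH-DMRs and 57 hyper-CHH-DMRs passed. With *h3.3kd* 1 standing alone the CHG counts were 64 lower and 21 higher, and the CHH counts 17 and 8. With *h3.3kd* 2 alone the CHG counts were 26 lower and 79 higher, and the CHH counts 6 and 10. A 10-point threshold moved the CHH counts most, to 770 and 276. Without *h3.3kd* replicate 1 there were 952 hypo- and 628 hyper-CHG-DMRs, and 285 hypo- and 107 hyper-CHH-DMRs. Without replicate 2 the counts were 837 and 739 for CHG, and 242 and 148 for CHH.

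At the level of whole genes, 26,932 protein-coding genes had at least 10 CG sites and 100 CG calls in every library. Of these, 389 were lower and 81 higher by at least 10 points in both *h3.3kd* libraries at an FDR under 0.01 by Fisher's exact test. With *h3.3kd* 1 standing alone 18 genes were lower and 14 higher, and with *h3.3kd* 2 alone 13 were lower and 32 higher. Without *h3.3kd* replicate 1 the counts were 709 lower and 135 higher, and without replicate 2 they were 523 and 153. The counts depended most on the test. limma, which takes the spread from the *h3.3kd* pair, called 0 genes lower and 1 higher (AT1G75945, FDR 0.0343) with the same 10-point rule. At an unadjusted p under 0.05 limma had 3,950 genes lower and 1,557 higher.

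None of the genes fixed beforehand passed the 10-point criterion. *HTR4* and *HTR5* were unmethylated, at 0.514% and 0.510% in WT and 0.527% ± 0.190 and 0.437% ± 0.201 (SD, n = 2) in *h3.3kd*. *HTR8* was at 0.485% in WT (1,651 calls) and 5.18% ± 1.84 (SD, n = 2) in *h3.3kd*, with FDRs of 5.00e-22 and 4.39e-11. Its CHG level was 0.339% in WT, 3.50% in *h3.3kd* 1 and 3.07% in *h3.3kd* 2. The methyltransferase gene *MET1* (AT5G49160, chromosome 5, 19,932,114 to 19,938,470, plus strand) was at 11.3% in WT and 7.30% ± 0.148 (SD, n = 2) in *h3.3kd*, a difference of -3.98 points with FDRs of 1.90e-11 and 1.42e-10. *CMT3* (AT1G69770, chromosome 1, 26,248,118 to 26,253,687, minus strand) differed by -3.02 points and *DDM1* (AT5G66750, chromosome 5, 26,648,897 to 26,653,191, plus strand) by -5.41 points, both past an FDR of 0.01 in each library. *IBM1* (AT3G07610, chromosome 3, 2,425,884 to 2,433,113, plus strand; 28.7% in WT) differed by -2.21 points, with FDRs of 0.0193 and 0.0127. *ROS1* (AT2G36490, chromosome 2, 15,307,907 to 15,314,807, minus strand; 23.5% in WT) differed by -1.14 points, with FDRs of 0.818 and 0.0326.

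The genes with the largest differences were short. AT1G09245 (chromosome 1, 2,986,874 to 2,987,393, minus strand) was at 83.5% in WT (1,096 calls) and 2.29% ± 1.59 (SD, n = 2) in *h3.3kd*. Its CHG level was 32.0% in WT and 0.800% and 0.243% in the *h3.3kd* libraries. AT3G29560 (chromosome 3, 11,359,512 to 11,360,208, minus strand) went from 74.5% (326 calls) to 1.56% ± 0.571, and AT3G28899 (chromosome 3, 10,902,184 to 10,902,515, plus strand) from 57.9% (380 calls) to 0.885% ± 0.277. CHG fell there too, from 16.2% in WT to 4.40% and 3.28% in AT3G29560 and from 34.5% to 0.216% and 0.494% in AT3G28899. AT1G73065 (chromosome 1, 27,481,734 to 27,482,171, minus strand) went from 45.1% (455 calls) to 8.33% ± 2.06, and AT1G67670 (chromosome 1, 25,365,370 to 25,365,740, plus strand) from 36.1% (244 calls) to 1.23% ± 1.22. In these last genes CHG was at most 1.44% in every library. The largest rise was in AT1G75945 (chromosome 1, 28,515,245 to 28,515,916, minus strand), from 1.35% in WT (669 calls) to 82.4% ± 3.69, with CHG rising from 1.24% to 35.9% and 33.6%. *AGP13* (AT4G26320, chromosome 4, 13,317,053 to 13,317,640, minus strand) rose from 4.28% (538 calls) to 39.97% ± 3.01, and AT2G22880 (chromosome 2, 9,741,119 to 9,741,463, minus strand) from 19.1% (455 calls) to 52.6% ± 0.330. Each ± is the SD of the *h3.3kd* libraries (n = 2). By limma AT1G75945 alone of these genes passed an FDR of 0.05.

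The last comparison asked whether the loss followed the level in WT. Genes were grouped by the WT level at alternate CG dyads and measured at the other dyads. The mean difference was 0.0997 points in 11,536 genes under 2%, -1.74 points in 3,777 genes from 10% to 20%, -3.02 points in 2,893 genes from 20% to 30%, and -4.96 points in 1,385 genes from 40% to 60%. Relative to WT the changes between 2% and 60% ran from -10.5% to -12.1%. In 1,078 genes at 60% or more the difference was -1.92 points, or -2.39% of the WT level of 80.4%.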

Values the study reported

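The study reported 16,711 hypo-CG-DMRs in *h3.3kd*. It stated that 89% of them overlapped gene bodies.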

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

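Settings chosen after the data were examined were leaving out cytosines over 100 calls, subtracting the genic CHH level, leaving out cytosines on separate lines, leaving out the segments, all alternatives of the background counts, and all results for CHG-methylated tiles.

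The counts of hypo- and hyper-CG-DMRs stayed within 1.5 times of 16,724 and 9,282 under minimums of 10 or 40 calls, a 10-point threshold, an FDR of 0.05, no merging, thinning to equal calls, sites with at least 4 calls, pooling of the *h3.3kd* libraries, and leaving out either *h3.3kd* library, the segments or the cytosines on separate lines. They fell below that with a 40-point threshold (8,753 and 4,307) and with tiles of 200 bp (10,867 and 5,096). For 200 bp the cause was not tested. Losses outnumbered gains in all of these settings. The background counts with *h3.3kd* 1 alone fell to 1,300 lower and 1,113 higher at 40 points, and with *h3.3kd* 2 alone to 900 and 1,904. They stayed within 1.5 times under a 10-point threshold and under thinning.

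The share of hypo-CG-DMRs in gene bodies left its Wilson interval under each alternative, but remained far above the tested tiles. It was 89.4% for regions at least 50% inside a gene, 92.5% with all annotated genes, 88.9% at 10 points and 90.8% at 40 points. It ranged from 84.7% without *h3.3kd* replicate 1 to 87.7% without replicate 2, where regions needed a drop in a single library only.

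CHG and CHH counts rose when 1 library was left out, since a single library then had to pass. Hypo-CHG-DMRs ranged from 837 to 952, hyper-CHG-DMRs from 628 to 739, hypo-CHH-DMRs from 242 to 285 and hyper-CHH-DMRs from 107 to 148. At 10 points there were 770 hypo-CHH-DMRs and 276 hyper-CHH-DMRs. The lower threshold admits smaller differences, and why CHH gained more than CG was not tested.

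Counts of genes followed the threshold. At 5 points 2,341 genes were lower and 359 higher, and at 20 points 32 and 12. Without replicate 1 there were 709 lower and 135 higher genes, and without replicate 2 there were 523 and 153. limma at an FDR of 0.05 gave 0 lower and 1 higher, although it recovered 95% of genes changed by 20 points in the simulation. There the spread was the same for all genes, while the real fit had 3.53 prior degrees of freedom. The cause was not tested. Coverage minimums, FDR, thinning and the WT CHG filter kept both gene counts within 1.5 times. Of the genes named, no called difference changed sign. *HTR8* was called under none of the settings run. Of the called genes named, AT1G75945 alone still passed by limma.

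The nuclear CG difference moved from -2.41 to -1.12 points as a mean of site levels, and CHG and CHH changed sign, to 0.108 and 0.0195 points. The composition of the libraries shows part of the cause. With the WT share of calls in CHG-methylated tiles given to every library, the differences were -1.38 points (CG), 0.0484 points (CHG) and -0.0308 points (CHH), so a direction for the nuclear CHG and CHH levels rests on the averaging. The gene body CG difference was -1.61 points both as a mean of site levels and in genes with a WT CHG level under 5%. The 5′ difference moved to -0.131 points as a mean of site levels and to -0.361 points without cytosines over 100 calls. CHG in the same 5′ parts moved alike, from -9.89% of the WT level to -2.20% as a mean of site levels. The cause was not tested. The 3′ difference moved by less than the SD under the site-level, site-coverage, high-depth and CHH settings. Leaving out 1 of 2 libraries cannot move a mean by more than the SD, so it says nothing about stability here. The CHH difference of CHG-methylated tiles was 0.00637 points without *h3.3kd* replicate 2 and -0.259 points without replicate 1, so its direction is not settled. Among genes under 2% in WT, binning on all sites moved the difference from 0.0997 to 0.166 points. The cause was not tested. The other groups moved by less than the SD. The *HTR5* upstream depth ratio was 1.74 or 1.88 with a single library.

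The planned chloroplast subtraction and transposable element results were not run. No paired analysis was possible because WT has 1 library and the groups share fewer than 2 replicate numbers. A minimum of 40 calls per tile gave 15,220 hypo- and 8,119 hyper-CG-DMRs. How far depth limits the calls was not tested further, since no simulation varied it.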

Other observations

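The tests chosen only after the result was seen were the ratio of losses to gains, the ratios per library and the 3′ shares by direction inside segments, the rate of gains, the shuffles of genes, the sign of differences inside segments, the length of depth runs, the *HTR8* test without tiles of few calls, and leaving out cytosines over 100 calls as a setting. The 3′ share of tiles was set out after the 3′ drop of the gene level had been seen, and the correlation of alternate genes after the clustering had been seen, though neither value was known.

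The lower gene body CG level was set against technical sources. Incomplete conversion in WT would raise CHH as well, but in gene bodies without CHG methylation WT lay only 0.0179 points above *h3.3kd* in CHH. Without cytosines over 100 calls the gene body difference was still -1.82 points. An even partial loss would lower all methylated dyads by about the -11.4% of the gene body level. Dyads were taken from gene bodies with a pooled CHG level under 5%, where the CG level changed by -11.0%. There 170,837 dyads were methylated in all libraries and changed by -3.22% of their WT level, from 90.2% to 87.3% and 87.2%. These dyads were chosen for staying methylated, which limits how far they can fall. Over all dyads of these gene bodies the mean difference was -1.63 points. The dyads methylated in all libraries still carried 19.6% of this drop, so partial loss is a part of it. Dyads that changed by at least 50 points, selected by that change, made up 49.7% of the drop, and the remainder lay in neither set. Of 1,555,669 dyads in these gene bodies, 19,668 went from methylated in WT to unmethylated in both *h3.3kd* libraries. The other way went 11,368. An even loss of about -11.4% would hardly take methylated dyads to unmethylated, so it is a poor account of those dyads. The shares of the other sets depend on how they were selected. Between genes from 2% to 60% in WT the relative change was nearly even, -10.5% to -12.1%, which an even loss would also give. In genes at 60% or more it was -2.39%. Loss of whole methylated sites is a candidate explanation for a part of the drop and partial loss for another. The knockdown stays open as the source of both.

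The larger drop at the 3′ end may simply follow the higher level there. Relative to WT it was still -18.9%, against -6.98% at the 5′ end, which argues against that explanation.

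The CG differences between the *h3.3kd* libraries were denser in some segments of chromosomes, although more of them lay outside. Inside, 2,558 tiles were lower and 2,104 higher in *h3.3kd* 2, and outside 5,292 were lower and 3,024 higher. There were 10 segments with a total of 19.8 Mb, among them chromosome 2 from 14,250,001 to 18,000,000, chromosome 3 from 9,750,001 to 12,750,000 and chromosome 5 from 14,500,001 to 18,000,000. Of the tiles that differed inside, 54.9% were lower in *h3.3kd* 2, which argues against a region-wide loss in 1 library. The depth ratio of the libraries departed by 0.529% from that outside, too little for an effect of depth. The dispersion of differing genes over 250-kb bins was 3.40, above the highest of 100,000 shuffles (1.302; permutation p 1e-05, the smallest they can give). The shuffles ignore gene length, and genes that differed from WT in both libraries exceeded every shuffle too, with a dispersion of 2.15, so that value is the closer comparison. When the rate was measured on alternate genes, which does not depend on how the segments were selected, the sets were correlated over 401 bins (Pearson's r 0.586, Spearman's rho 0.492, two-sided permutation p 1e-05 for each, the smallest possible). For differences from WT r was 0.338. Bins are not independent replicates. Of the dyads inside that differed by at least 50 points, 74.8% were unmethylated in 1 library and methylated in the other, against 55.6% outside. For the denser part of the differences this is consistent with segments that the *h3.3kd* lines inherited from different parental plants with different gene body methylation. The correlation shows regional clustering and not its source. The lines were made by combining insertion alleles, so such segments are possible, but no genotype was read here and it remains a hypothesis.

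If plant lineages of the same ecotype differ in this way, some of the differences from WT may also be lineage divergence. The first test of this compared losses with gains. Against WT tiles lower in both *h3.3kd* libraries outnumbered tiles higher in both 2.504 to 1, or 2.93 to 1 inside the segments and 2.46 to 1 outside. Between the *h3.3kd* libraries the ratio of lower to higher was 1.22 to 1 inside and 1.75 to 1 outside. With each *h3.3kd* library set against WT by itself on all these tiles, losses outnumbered gains 2.14 to 1 and 2.59 to 1. These ratios are higher, but 1 pair of *h3.3kd* libraries gives no spread of the ratio, so divergence is not excluded. After that result a second test, on gains alone, was added. Gains over WT occurred in 9.75% of the same tiles per *h3.3kd* library, 0.807 times the rate of 12.1% per direction between the *h3.3kd* libraries inside the segments. Counted only where both libraries gained, the rate was 6.97%. Related rates had been seen when this test was drawn up, and the segments were selected for a high rate, so it cannot decide whether divergence gave part of the differences. Another test was the position of the losses. Of the tiles lower in *h3.3kd*, 47.9% lay in the 3′ 30% of genes (Wilson interval 47.3% to 48.6%), against 25.8% of the tiles higher in *h3.3kd* and 33.3% of the tiles that differed between the *h3.3kd* libraries inside segments (36.6% of those lower and 29.2% of those higher in *h3.3kd* 2). Outside the segments, tiles lower in *h3.3kd* 2 than in *h3.3kd* 1 had 44.7% in the 3′ 30%, and tiles higher had 31.0%. The losses against WT were thus placed differently from the differences inside segments (Wilson interval 31.9% to 34.6%) and from the gains (24.9% to 26.7%). That argues against the whole set of losses being divergence like that inside the segments. The further losses outside came closer, with an interval of 43.4% to 46.1%, and their source is not known. This comparison too rests on 1 pair, and the intervals cover counting error only. Divergence is therefore not excluded as the source of a part of the losses. With a single WT library, the number of hypo-CG-DMRs due to the knockdown cannot be given.

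Read depth over the *HTR5* promoter was higher in both *h3.3kd* libraries, by ratios of 1.88 and 1.74. The joined run of 2,400 bp was the longest among the tiles searched, which left out those of very low or very high relative depth. Among them the longest run with WT deeper was 500 bp, which argues against chance for the tiles searched. Without joining, the longest run had 13 tiles, against 5 tiles with WT deeper. The run starts upstream of the *HTR5* start codon. A candidate explanation is the promoter carried by the microRNA transgene, which adds copies that map to the native locus. Levels at the *HTR5* promoter in *h3.3kd* may then mix native and transgene copies.

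*HTR8* had CG and CHG methylation in both *h3.3kd* libraries that WT lacked. The explanation tested was an insertion in HTR8 with methylated flanks. As first set out, over all tiles, the tile of the largest CG gain was the tile of lowest relative depth itself, at chromosome 5, 3,473,001 to 3,473,100, a distance of 0 bp. That tile had only 12 and 4 CG calls in the *h3.3kd* libraries, at 25% and 75%. After this was seen, the test was repeated among tiles with at least 20 CG calls in every library. The gain was then largest at 3,472,901 to 3,473,000, where CG was 1.82% in WT (220 calls), 38.4% in *h3.3kd* 1 (232 calls) and 25.4% in *h3.3kd* 2 (193 calls), and CHG was 0.571%, 18.8% and 13.4%. That tile lies 100 bp from the tile of lowest relative depth. Both results are consistent with a T-DNA insertion whose junction takes away reads and whose flank is methylated. Insertion sequence was not searched for.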
